A study of Arabidopsis thaliana with 24 samples.

How the data were processed

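The samples were 24 root RNA libraries of Arabidopsis thaliana, accession Col-0, in 8 groups of 3. Seedlings grew on agar medium with 6 or 60 mM KNO3. Isoxaben, an inhibitor of cellulose biosynthesis, was given at 2.5 nM or replaced by mock treatment. In the long-term groups the seedlings grew on the treatment medium throughout. In the shift groups they grew on a mesh and were moved on day 5 to medium of the same KNO3 level with isoxaben or mock. All roots were harvested on day 6 after stratification. Changing KNO3 changes nitrate, potassium and the ionic strength of the medium together. Groups and replicate numbers came from the sample titles.

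Polyadenylated RNA was sequenced on the DNBSEQ platform, per the labels' protocols. The authors deposited a table of raw counts per gene and a table of normalised counts, each with 1 column per library. The names of these tables refer to STAR and to DESeq2, and that of the count table holds a tag that could stand for a strand setting but is not explained. The versions, genome build, annotation, strand setting, trimming and treatment of reads that match several genes are not stated in the labels or the tables. The values of the deposited count table are whole numbers. The deposited normalised signal equals each count divided by 1 DESeq2 median-of-ratios size factor per library, computed over the 20647 genes counted in all libraries. The factors differed from that calculation by at most 4.4e-14%. All results below come from the deposited counts.

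The count table listed 32833 genes, of which 5591 had no count in any library. No entry lacked a gene identity. Library totals ranged from 18902538 to 20519913 counts, and between 22828 and 23433 genes had at least 1 count in a library. A count of 3 in a library, the upper limit that a count of 0 allows, corresponded to at most 0.159 CPM, the usual scaling of counts by library total. Such limits cover counting error only, because the reads carry no molecular identifiers. The 10 most abundant genes took 3.16% to 4.21% of the counts of a library.

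Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16. Genes were filtered by filterByExpr with the 8 groups, which left 20546 genes with 99.96% of the counts. Libraries were scaled by TMM, with factors from 0.939 to 1.035. All 24 libraries entered a single fit of 8 group means without further covariates, with robust dispersion estimates and 16 residual degrees of freedom. The common biological coefficient of variation was 7.66%. Log2 fold changes used a prior count of 0.125. Their standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic, which is an approximation. A gene was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes tested, and every adjusted p of a gene below is from this test unless another is named. The 13 comparisons were 4 isoxaben effects, 2 KNO3 effects in mock libraries, 2 comparisons of shift with long-term mock libraries, 4 interactions and their 3-way interaction. CPM values were scaled by the TMM-adjusted library size and are given as mean ± SD over 3 libraries.

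The comparisons, the alternatives, the rule for naming genes and the gene lists were fixed before the data were examined. For each isoxaben and KNO3 effect, the rule took the 2 largest rises and the 2 largest falls among called genes with a mean of at least 5 CPM in a group and CPM ranges that did not overlap between the groups. For each of the 4 interactions between pairs of factors it took the 2 genes with the smallest adjusted p above the same expression minimum. For each comparison of shift with long-term mock libraries it took the largest rise and the largest fall. Members of the gene lists could be named as well. By chance, 10 splits of 6 libraries leave the ranges of 3 against 3 apart in 1 split.

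There were 10 gene lists with 165 genes, and no gene was in more than 1 list. Lists for primary wall cellulose synthesis, secondary wall, lignin synthesis, jasmonate response, cell division, root hair and nitrate response were tested in the 4 isoxaben effects. Lists for nitrate response, osmotic and abscisic acid response and potassium transport were tested in the 2 KNO3 effects. These 34 tests used camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 34 tests. A list of 20 photosynthesis genes served as a check for shoot tissue. A further 28 list tests on the 4 interactions were added after the data were seen.

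Gene symbols came from the annotation of assembly TAIR10.1, which held 32548 of the identifiers and 20489 of the genes tested. The build used by the authors is not stated, so no coordinates are given. The same assembly gave GC content, gene length, overlapping genes and the share of 50-base exon windows of a gene that recur elsewhere in the genome. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

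The procedure was tested on simulated counts with the means and library sizes of the real libraries. With 200 genes changed by a log2 fold change of 1, 93% were recovered among 20369 genes tested, and 3.63% of the calls were false. For the long-term interaction, 78.1% of 215 changed genes were recovered, of which 15 had a smaller simulated change of 0.5. A comparison without simulated changes gave 0 calls and 928 genes at an unadjusted p under 0.05. Each gene was drawn independently around its mean over all 24 libraries. The simulated counts thus held no scatter shared between genes, and these rates do not cover such scatter.

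Alternatives were size factors of DESeq2 in edgeR, library size alone, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, a fit of only the libraries compared, a fit with the replicate number as a block, an absolute log2 fold change of at least 1, and leaving out each library in turn. Lists were also tested with fry and with a correlation estimated from the data.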

Results

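The transcriptomes of 24 root libraries were compared to ask how the response of Arabidopsis roots to isoxaben depends on the KNO3 supply and on the length of exposure. Isoxaben inhibits the synthesis of cellulose, the main load-bearing polymer of the plant cell wall. Each of the 8 groups held 3 libraries with totals from 18902538 to 20519913 counts. Counts of the 24 replicate pairs differed by more than counting noise, with a chi-square per degree of freedom from 2.70 to 22.6, and no library appeared to be deposited more than 1 time. Spearman correlations between replicates, across genes, ranged from 0.989 to 0.997. The pair with 22.6 and 0.989 was isoxaben replicates 1 and 2 of the long-term libraries at 60 mM KNO3. Long-term isoxaben pairs at 6 mM had a chi-square per degree of freedom of at most 3.42. The single fit shares its estimate of spread over all groups and does not reflect this difference. The summed abundance of 20 photosynthesis genes ranged from 142 to 772 CPM between libraries. It varied widely within groups, from 142 to 573 CPM in the long-term isoxaben libraries at 60 mM KNO3.

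The first principal component of log2 CPM held 35.9% of the variance and the second held 15.4%. Scores on the first component were -26.1 ± 1.18 (SD, n = 3) for long-term mock and 6.65 ± 3.73 for long-term isoxaben libraries at 6 mM KNO3. At 60 mM KNO3 they were -29.7 ± 3.02 for long-term mock and 60.9 ± 1.86 for long-term isoxaben. Shift libraries scored -17.8 ± 0.73 for mock and -4.67 ± 3.06 for isoxaben at 6 mM, and -18.4 ± 4.54 for mock and 29.2 ± 2.69 for isoxaben at 60 mM.

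**Figure D1:**
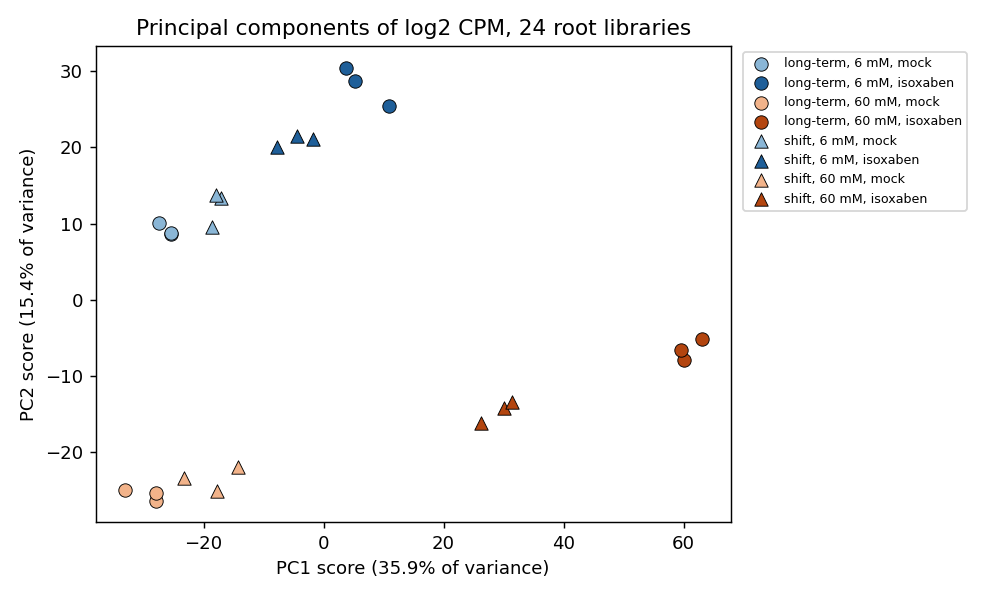
Principal components of log2 CPM, with the score on the first component (35.9% of variance) on the x axis and on the second (15.4%) on the y axis; each point is a library, circles are long-term and triangles are shift libraries. Long-term isoxaben libraries at 60 mM KNO3 have the highest scores on the first component, 60.9 on average.

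The isoxaben effect was first measured in seedlings grown on the compound throughout. At 6 mM KNO3, 1170 of 20546 genes were called, 802 higher and 368 lower in isoxaben. Without mock replicate 3, 747 genes were called. Requiring an absolute log2 fold change of at least 1 moved the count most, to 319, and a fit of only the libraries compared gave 1738. At 60 mM KNO3, 6548 genes were called, 3295 higher and 3253 lower, and an absolute log2 fold change of at least 1 was reached by 1857 of them, against 319 at 6 mM. The largest rises at 6 mM KNO3 under the naming rule were in DIR5 (AT1G64160) and XTH26 (AT4G28850). DIR5 was at or under the floor of 3 counts in all mock libraries and reached 6.24 ± 0.60 CPM (SD, n = 3) in isoxaben, at least 39.3-fold higher. XTH26, which encodes a xyloglucan endotransglucosylase/hydrolase, rose from 0.242 ± 0.059 to between 18.3 and 21.5 CPM (log2 fold change 6.34, SE 0.38, adjusted p 1.62e-09, edgeR). The mock values of XTH26 lie near the floor, so the size of its rise is uncertain. CASP5 (AT5G15290) fell from 7.29 ± 1.94 to 1.68 ± 0.47 CPM (log2 fold change -2.11, SE 0.24, adjusted p 1.37e-06, edgeR). AT5G14650 fell from 8.57 ± 1.91 to 2.45 ± 0.37 CPM (log2 fold change -1.81, SE 0.42, adjusted p 0.0129, edgeR). This last call was lost in 3 of the fits that each left out a library: without mock replicate 3 (adjusted p 0.0595), isoxaben replicate 1 (0.0641) or isoxaben replicate 3 (0.0530), within a range of 2.43e-06 to 0.0641 over all alternatives. CASP5 and AT5G14650 overlap a gene on the opposite strand in TAIR10.1, and whether the counting used strand is not stated, so their counts are uncertain to that extent.

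At 60 mM KNO3 in long-term libraries, AT4G33720 and AT5G39120 had the largest rises. AT4G33720 was at or under the floor in all mock libraries and reached 82.3 ± 13.8 CPM (SD, n = 3) in isoxaben, at least 528-fold higher. AT5G39120 reached 14.9 ± 1.63 CPM, at least 95.6-fold above the floor, but 47.3% of its 50-base exon windows recur elsewhere in the genome, so its counts are uncertain. The largest falls were in ALD1 (AT2G13810), from 8.18 ± 1.83 to 0.199 ± 0.141 CPM (log2 fold change -5.34, SE 0.33, adjusted p 6.67e-13, edgeR), and in SP1L5 (AT4G23496), from 15.5 ± 1.41 to 0.586 ± 0.124 CPM (log2 fold change -4.70, SE 0.14, adjusted p 7.93e-19, edgeR). The isoxaben values of ALD1 lie near the floor of 3 counts, at most 0.159 CPM, so the size of its fall is uncertain.

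After transfer on day 5 and harvest on day 6, 195 genes were called for isoxaben at 6 mM KNO3, 129 higher and 66 lower. That count fell to 123 without mock replicate 1, to 110 without mock replicate 3 and to 105 without isoxaben replicate 3. At 60 mM KNO3, 2659 genes were called, 1511 higher and 1148 lower. TCH3 (AT2G41100), a calmodulin-like gene, rose at 6 mM from 3.17 ± 0.60 to 30.7 ± 5.08 CPM (log2 fold change 3.27, SE 0.17, adjusted p 4.73e-11, edgeR), and XTH26 rose from 3.16 ± 0.86 to 16.5 ± 3.51 CPM (log2 fold change 2.38, SE 0.24, adjusted p 1.56e-05, edgeR). CASP5 and AT1G05650 had the largest falls at 6 mM, with log2 fold changes of -1.66 each and adjusted p of 0.000134 and 1.45e-08 (edgeR). At 60 mM, DIR5 rose from 0.149 ± 0.131 to 20.4 ± 5.75 CPM and PRX52 (AT5G05340), a peroxidase gene, from 3.04 ± 3.78 to 137 ± 12.2 CPM, with adjusted p of 5.03e-08 and 1.7e-06 (edgeR). The mock values of DIR5 lie at or near the floor of 3 counts, so the size of its rise is uncertain. AT3G19320 and AT1G05650 fell by 2.98 and 2.83 on the log2 scale, with adjusted p of 3.71e-09 and 9.66e-14 (edgeR). The counts of TCH3 and AT3G19320 are uncertain in the same way as those of CASP5, because each overlaps a gene on the opposite strand.

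**Figure D2:**
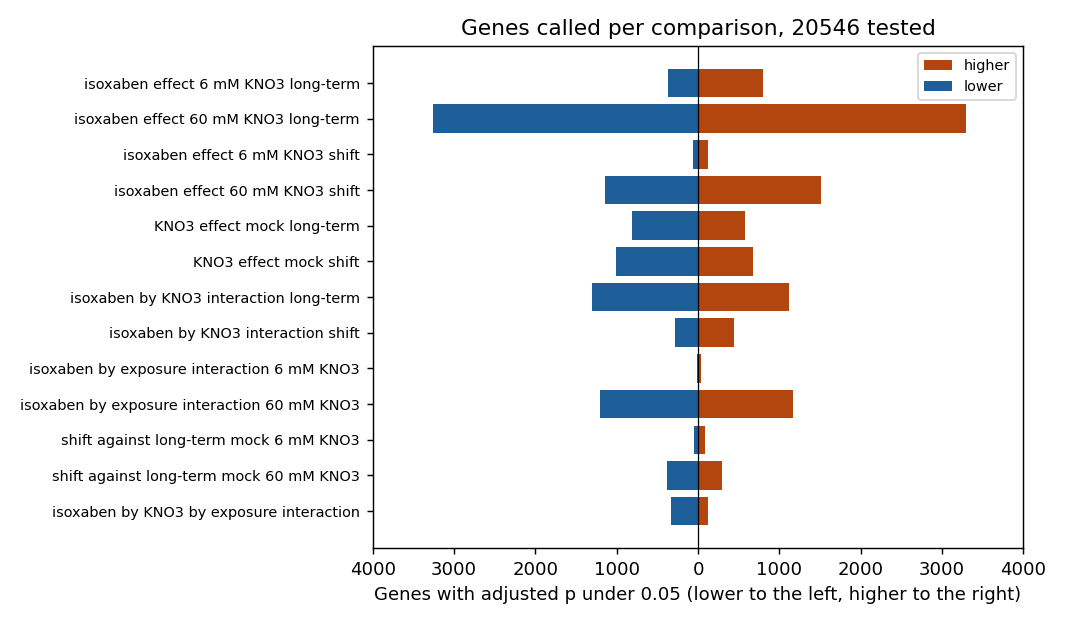
Genes with adjusted p under 0.05 in each of the 13 comparisons, with lower genes drawn to the left of 0 and higher genes to the right on the x axis. The isoxaben effect at 60 mM KNO3 in long-term libraries has the most calls, 6548.

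Whether the isoxaben effect differed between KNO3 levels was tested as an interaction. In long-term libraries 2426 genes were called, 1119 higher and 1307 lower, of which 835 had an absolute log2 difference of at least 1, and for 2315 of them (95.4%) the isoxaben effect was larger in size at 60 mM. Of the 2426 genes, 1915 were called for isoxaben at 60 mM alone, 369 at both levels in the same direction and larger at 60 mM, and 19 at both levels in opposite directions. In shift libraries 720 genes were called, 439 higher and 281 lower, with a larger effect at 60 mM for 697 (96.8%). SP1L5 had the smallest adjusted p in long-term libraries (log2 difference -3.73, SE 0.19, adjusted p 3.99e-13, edgeR), followed by scpl31 (AT1G11080), which fell by 1.95 on the log2 scale more at 60 than at 6 mM (adjusted p 1.02e-10, edgeR). In shift libraries AT5G24070 (log2 difference -1.52, adjusted p 5.17e-08) and AT5G64110 (3.98, adjusted p 5.67e-08, edgeR) came first. AT5G64110 rose from 0.264 ± 0.028 to 6.75 ± 0.73 CPM at 60 mM and from 2.13 ± 0.11 to 3.37 ± 0.62 CPM at 6 mM. Its mock values at 60 mM lie near the floor of 3 counts, so the size of its log2 difference is uncertain.

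**Figure D3:**
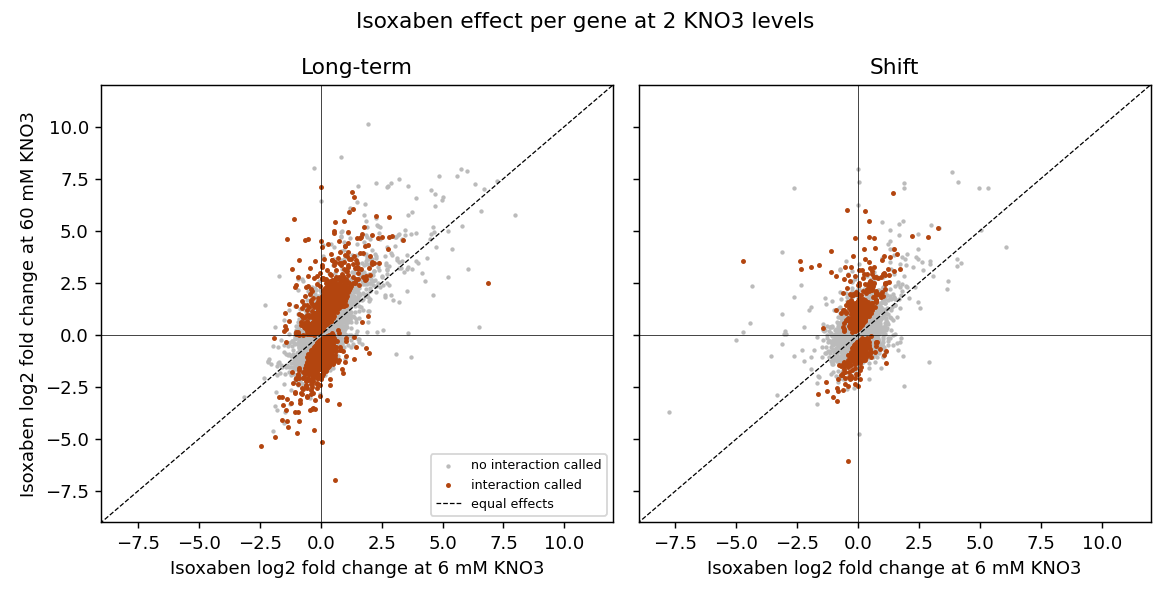
Isoxaben log2 fold change of each tested gene at 6 mM KNO3 on the x axis and at 60 mM on the y axis, for long-term (left) and shift libraries (right); red points have a called interaction, 2426 and 720 genes, and the dashed line marks equal effects. Most red points lie farther from 0 along the y axis than along the x axis.

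Whether the effect differed between exposures was tested in the same way. At 60 mM KNO3, 2370 genes were called and the effect was larger in size in long-term libraries for 2067 of them; for 981 of the 2370 its estimate had opposite signs in the 2 exposures. At 6 mM 54 genes were called, 52 of them larger in size in long-term libraries and 19 with opposite signs, and DESeq2 called 114. That count depended on single libraries: it was 18 without long-term mock replicate 3, 30 without long-term mock replicate 2, 27 without long-term isoxaben replicate 1, 30 without long-term isoxaben replicate 3, 35 without shift mock replicate 3 and 27 without shift isoxaben replicate 2. The first genes at 6 mM were TI1 (AT2G43510; log2 difference 2.68, SE 0.32, adjusted p 0.000716, edgeR) and ROPGEF12 (AT1G79860; 1.17, SE 0.16, adjusted p 0.00114, edgeR). TI1 also differed between the mock groups, with 1.52 ± 0.07 CPM in long-term and 12.6 ± 3.83 CPM in shift libraries. At 60 mM they were SP1L5 (-4.17, SE 0.18, adjusted p 5.29e-15) and scpl31 (-2.07, SE 0.12, adjusted p 2.03e-11, edgeR). SP1L5 was at 15.7 ± 0.17 CPM in mock and 10.8 ± 0.51 CPM in isoxaben shift libraries at 60 mM. The 3-way interaction called 453 genes, 122 higher and 331 lower.

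**Figure D4:**
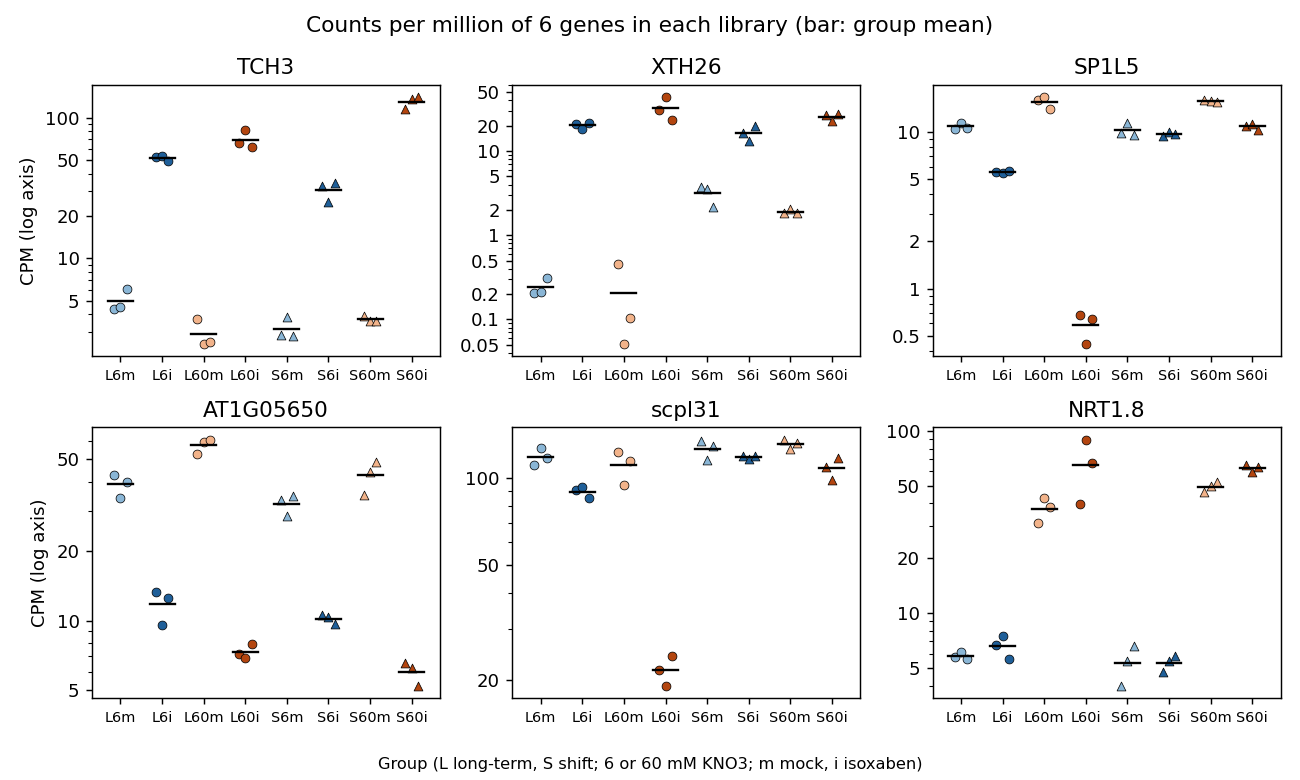
CPM on a log axis of TCH3, XTH26, SP1L5, AT1G05650, scpl31 and NRT1.8 in each library of the 8 groups; bars are group means of 3 libraries. SP1L5 and scpl31 are lowest in long-term isoxaben libraries at 60 mM KNO3, with means of 0.586 and 21.7 CPM.

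Log2 fold changes of isoxaben were compared across genes between the 4 contexts, which share no library. Pearson's r across 20546 genes, which are not independent replicates, is given with a jackknife SE over libraries. It was 0.658 (SE 0.12) between KNO3 levels in long-term libraries, where 1007 genes were called at both levels against 373 by chance, 988 of them in the same direction. Between exposures at 60 mM it was 0.635 (SE 0.043), with 1987 shared calls against 847 by chance and 1915 in the same direction. Between KNO3 levels in shift libraries it was 0.389 (SE 0.080), with 171 shared calls against 25.2 by chance and 170 in the same direction. Between exposures at 6 mM it was 0.365 (SE 0.155), with 160 shared calls against 11.1 by chance, all in the same direction. The remaining pairs gave 0.565 (SE 0.043) for long-term 6 mM with shift 60 mM and 0.277 (SE 0.113) for long-term 60 mM with shift 6 mM, the last falling to 0.171 without isoxaben replicate 3 of the shift libraries. Restricting the genes to those called in at least 1 context moved r most, to 0.762 between exposures at 6 mM. Spearman correlations across all tested genes were lower for every pair. Between KNO3 levels they were 0.447 in long-term and 0.218 in shift libraries. Between exposures they were 0.476 at 60 mM, the highest, and 0.258 at 6 mM. Long-term 6 mM with shift 60 mM gave 0.322, and long-term 60 mM with shift 6 mM gave 0.244.

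The KNO3 effect was measured in mock libraries. In long-term libraries 1391 genes were called at 60 against 6 mM, 581 higher and 810 lower, of which 270 had an absolute log2 fold change of at least 1. The count was 894 without 6 mM replicate 3, 921 without 60 mM replicate 1 and 887 without 60 mM replicate 3. In shift libraries 1685 genes were called, 682 higher and 1003 lower, and 1031 were called without 6 mM replicate 3. Across genes r between the exposures was 0.547, and 760 genes were called in both against 114 by chance, 756 in the same direction. NRT1.8 (AT4G21680, NPF7.2 in the nitrate list) had the largest rise in long-term libraries, from 5.81 ± 0.27 to 37.4 ± 5.87 CPM (log2 fold change 2.69, SE 0.25, adjusted p 2.43e-06, edgeR), followed by AT2G37870, from 12.7 ± 2.04 to 52.0 ± 6.09 CPM (adjusted p 1.65e-10, edgeR). CYP71A12 (AT2G30750) and AT5G49770 fell by 2.60 and 2.24 on the log2 scale, with adjusted p of 0.0175 and 6.66e-05 (edgeR). The call of CYP71A12 was lost in a fit of only the libraries compared (adjusted p 0.0924) and in 4 of the fits without a single library. These left out 6 mM replicate 1 (adjusted p 0.109) or 60 mM replicate 1 (0.0702), 2 (0.0682) or 3 (0.0537), within a range of 8.33e-06 to 0.109 over all alternatives. In shift libraries AT3G22142 rose from 0.583 ± 0.435 to 10.2 ± 1.84 CPM (adjusted p 0.00883, edgeR) and AT1G08440 from 0.488 ± 0.128 to 6.58 ± 0.91 CPM (adjusted p 4.29e-09, edgeR). AT4G01390 was at or under the floor in all 60 mM libraries and was at least 35.0-fold lower than at 6 mM, where it was at 5.28 ± 0.67 CPM. TPPH (AT4G39770) fell by 2.71 on the log2 scale (adjusted p 9.69e-08, edgeR). NRT1.8, AT3G22142 and AT4G01390 overlap a gene on the opposite strand, so their counts are uncertain.

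Shift and long-term mock libraries were compared to measure the difference that goes with the mesh and the transfer without isoxaben. Whether the 2 sets also differed in growth run or sequencing batch was not tested, so the calls cannot be assigned to mesh and transfer alone. At 6 mM KNO3, 132 genes were called, 80 higher and 52 lower in shift libraries, and 42 had an absolute log2 fold change of at least 1. Leaving out long-term replicates 1, 2 and 3 gave 43, 49 and 46 calls, and leaving out shift replicates 1 and 2 gave 40 and 69. At 60 mM, 679 genes were called, 299 higher and 380 lower, with 280 and 318 calls without long-term replicates 2 and 3, and 350 and 449 without shift replicates 1 and 3. AT5G38910 rose from 1.14 ± 0.57 to 12.2 ± 5.38 CPM at 6 mM (log2 fold change 3.41, SE 0.36, adjusted p 8.57e-05, edgeR), a call lost when only these libraries were fitted (adjusted p 0.122, the highest of its alternatives, with 5.53e-20 the lowest). AT2G19970 fell by 1.07 on the log2 scale (adjusted p 0.0126, edgeR), a call lost without long-term replicate 1 (adjusted p 0.0997), shift replicate 1 (0.076) or shift replicate 2 (0.0649), within a range of 0.000978 to 0.0997 over all alternatives. At 60 mM GRP3S (AT2G05380) rose by a log2 fold change of 4.08 (SE 1.02, adjusted p 0.0376, edgeR). The call of GRP3S was lost when only these libraries were fitted (adjusted p 0.123) and in 5 of the 6 fits without a single library, with adjusted p from 0.0520 to 0.163, against a range of 3.11e-05 to 0.163 over all alternatives. ALD1 fell by 2.08 on the log2 scale (adjusted p 1.95e-06, edgeR).

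Gene lists were tested for joint shifts with camera, and 19 of the 34 tests had an adjusted p under 0.05. Of these, 16 also passed with fry, all but the lignin and root hair lists in shift libraries at 6 mM and the primary wall list in shift libraries at 60 mM, and 5 with a correlation estimated from the data. The 5 were the root hair list in long-term libraries at 6 mM, the secondary wall, jasmonate and nitrate lists in long-term libraries at 60 mM, and the jasmonate list in shift libraries at 60 mM. The primary wall cellulose list, which holds the subunits of the primary wall synthase, had medians from -0.11 to 0.04 over the 4 isoxaben effects. It passed only in shift libraries at 60 mM (median log2 fold change -0.11, 2 of 12 genes called lower; adjusted p 0.026, camera), and not with fry. That call was lost without mock replicate 3 (median -0.08, adjusted p 0.0904), isoxaben replicate 2 (median -0.09, adjusted p 0.0655) or isoxaben replicate 3 (median -0.07, adjusted p 0.115). At 6 mM in shift libraries its median was -0.05. There the list passed only without mock replicate 2 (median -0.10, adjusted p 0.00818) or isoxaben replicate 3 (median -0.10, adjusted p 0.00502) and with library size alone (median -0.07, adjusted p 0.0464). The sign of its median at 60 mM in long-term libraries, 4.42e-05, changed with the scaling.

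The secondary wall list fell in long-term libraries at 60 mM, with a median log2 fold change of -0.94 and 17 of 18 genes called lower (adjusted p 6.61e-15, camera). The same 17 were counted when adjusted over the list alone. CESA4, CESA7 and CESA8, the subunits of the secondary wall synthase, changed by -0.78, -0.89 and -0.96. At 6 mM the median was -0.09 with 2 genes called lower, and the list passed there as well (adjusted p 0.00236, camera; 0.00999, fry); the median was -0.14 without mock replicate 1. The list's interaction with KNO3 had a median of -0.81. In shift libraries the medians were -0.05 at 6 mM and -0.12 at 60 mM (adjusted p 0.0812 and 0.0150, camera). The first passed without isoxaben replicate 2 (median -0.07, adjusted p 0.0328) or 3 (median -0.08, adjusted p 0.0289). The second was lost without mock replicate 1 (median -0.10, adjusted p 0.0539) or isoxaben replicate 1 (median -0.12, adjusted p 0.0587). CESA4, CESA7 and CESA8 each overlap a gene on the opposite strand, and CESA4 also one on the same strand, so their counts are uncertain. The lignin synthesis list did not pass at 60 mM in long-term libraries (median 0.33, adjusted p 0.583, camera), with 8 genes called higher and 4 lower. Among the 4 lower genes were the laccases LAC4, LAC11 and LAC17, at -1.46, -1.05 and -1.02, of which LAC11 and LAC17 overlap a gene on the opposite strand and are uncertain. The other lignin medians were 0.27 for long-term 6 mM, 0.12 for shift 6 mM and 0.24 for shift 60 mM, each with a camera adjusted p under 0.05. The call at 6 mM in shift libraries was lost without mock replicate 2 (median 0.07, adjusted p 0.261) or isoxaben replicate 3 (median 0.04, adjusted p 0.360).

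**Figure D5:**
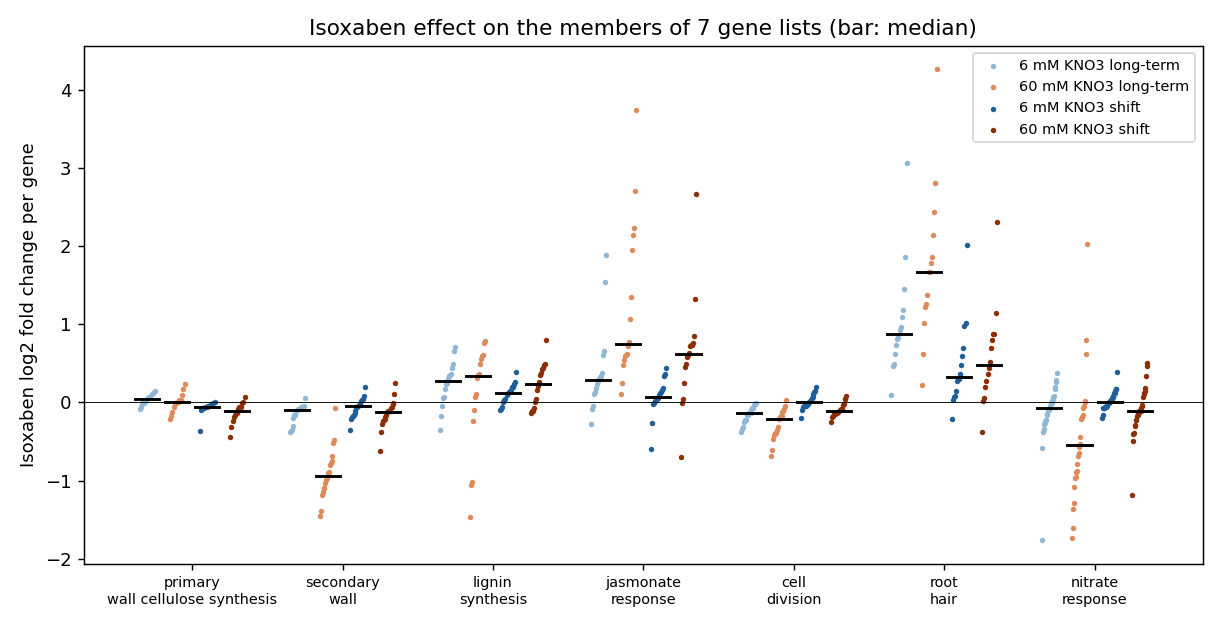
Isoxaben log2 fold change on the y axis of each member of 7 gene lists on the x axis, in 4 colours for the KNO3 level and exposure; each point is a gene and bars are medians. The secondary wall list has its lowest median, -0.94, and the root hair list its highest, 1.67, in long-term libraries at 60 mM KNO3.

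The root hair list rose in long-term libraries at both KNO3 levels, with medians of 0.88 at 6 mM (11 of 14 genes called; 12 adjusted over the list alone) and 1.67 at 60 mM (14 of 14 called and adjusted over the list alone). RSL4, a transcription factor gene of the list, rose by log2 fold changes of 0.81 and 1.78. In shift libraries the medians were 0.33 at 6 mM, with 2 genes called, and 0.48 at 60 mM, with 6 higher and 1 lower. Jasmonate response genes rose at 60 mM in long-term libraries (median 0.74, 13 of 16 called; 14 adjusted over the list alone) and in shift libraries (median 0.62, 9 of 16 called; 9 adjusted over the list alone), with medians of 0.29 and 0.08 at 6 mM. The first of these also passed (5 of 16 called higher; adjusted p 2.06e-05, camera; 0.000907, fry), and the second passed camera only without mock replicate 3 (median 0.15, adjusted p 0.0409). JAZ10, which overlaps a gene on the opposite strand and is uncertain, changed by 2.70 at 60 mM in long-term libraries. Cell division genes fell by a median of -0.21 at 60 mM in long-term libraries, with 9 of 17 called, and of -0.13 at 6 mM, with 2 called (adjusted p 0.000180 and 6.47e-05, camera). In shift libraries the medians were 0.000885 at 6 mM and -0.11 at 60 mM. The last passed camera without mock replicate 3 (adjusted p 0.0439), without isoxaben replicate 2 (0.0209) or without a filter (0.0231). CDC20.1 and CDC20.2 of this list share 33.2% and 36.3% of their exon windows with other loci.

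The nitrate response list fell under isoxaben at 60 mM in long-term libraries (median -0.55, 17 of 26 genes called lower and 3 higher; 21 called adjusted over the list alone; adjusted p 1.12e-05, camera). NIA1 and NIR1, which encode enzymes of nitrate reduction, changed by -1.74 and -1.08. The other isoxaben medians were -0.07 for long-term 6 mM, 0.01 for shift 6 mM and -0.11 for shift 60 mM. For the KNO3 effect in mock libraries this list had medians of -0.07 in long-term and -0.01 in shift libraries and did not pass camera (adjusted p 0.0960 and 0.955), except in long-term libraries without 60 mM replicate 1 (0.0426) or without a filter (0.0474). Its members went both ways, with NRT2.4 at -2.54 and NPF7.2 at 2.69 in long-term libraries. Osmotic and abscisic acid response genes had medians of 0.12 (3 of 11 called; adjusted p 0.00545, camera) and 0.06 (2 of 11 called; adjusted p 0.0981). The last passed with fry (0.0480) and without 6 mM replicate 3 (0.0461) or 60 mM replicate 1 (0.0394) or 3 (0.0439). Potassium transport genes had medians of 0.24 (0 of 6 called, 3 at an unadjusted p under 0.05 and 3 adjusted over the list alone; adjusted p 0.0440) and 0.20 (2 of 6 called; adjusted p 0.0834, camera), or 0.17 and 0.24 with genes at the floor set to their bound. The first call was lost without 6 mM replicate 3 (0.0742) or 60 mM replicate 1 (0.0825) or 3 (0.0555), and the second test passed with fry (0.0499) and without 6 mM replicate 3 (0.0232).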

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

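The tests of photosynthesis genes, with and without the covariate, and of permuted residuals, the comparison of splits with and without an intact arm, and the list tests on interactions were chosen after the results were seen. Each result here was singled out because the effect of isoxaben differed between groups in a test of the difference itself.

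The interaction of isoxaben with KNO3 called 2426 genes in long-term and 720 in shift libraries. The interaction with exposure called 54 genes at 6 mM and 2370 at 60 mM KNO3, and the 3-way interaction called 453. Unequal depth was tested by thinning every library to the smallest total. Of the called genes, 2343, 673, 47, 2253 and 430 were called again, in the order just given. Without the 100 most abundant genes, 2344, 715, 53, 2346 and 451 were called again. With each library's trend against GC content and gene length removed, for the 99.7% of tested genes with a value, 2275, 676, 52, 2329 and 435 were called again. These values argue against each of the 3 technical trends as the whole cause. Admixed shoot tissue would shift photosynthesis genes together. Of the 20 photosynthesis genes, 0 were called in the long-term, 0 in the shift, 0 in the 6 mM, 1 in the 60 mM and 0 in the 3-way interaction, against 3, 0, 1, 7 and 1 at an unadjusted p under 0.05. Their median differences were -0.59, 0.36, 0.33, -0.61 and -0.89, and their sum never exceeded 0.0772% of a library. For the isoxaben effect at 60 mM in long-term libraries 8 of the 20 were called, all lower. Their scatter within groups was wide, so the low number of calls excludes little by itself. The log2 of their sum in each library was therefore added to the fit as a covariate, and 202 genes followed it. All 20 photosynthesis genes were among them, which is largely built in because the covariate is their own sum. With the covariate, and apart from photosynthesis genes, 1830, 666, 49, 1546 and 273 of the called genes were called again, in the order given above. All of them kept their sign, called again or not, and the median ratio of their log2 differences with and without the covariate was from 0.951 to 1.00. The covariate fit has 15 residual degrees of freedom in place of 16. These values argue against a different share of shoot tissue as the whole cause; a part in the calls that were lost is not excluded.

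Redrawing the mock and isoxaben labels within each KNO3 level and exposure gave a count as large in 11 of 100 splits for the long-term interaction, 2 of 100 for the shift interaction, 3 of 100 for the interaction at 6 mM, 13 of 100 at 60 mM and 13 of 100 for the 3-way interaction. The splits other than the real one that reached the counts were 10, 1, 2, 12 and 12, and in each of them at least 1 KNO3 level and exposure kept its real split or exchanged it as a whole, so that a real isoxaben effect stayed in the comparison. These relabelling counts therefore decide nothing about chance. Among the splits without such an intact arm, 72, 79, 75, 75 and 58 in number, 0 reached the count. In these splits every group compared mixed mock and isoxaben libraries, so the isoxaben effect added to the scatter. Calls could hardly arise there, and this result decides nothing about chance either. A second test kept the effects other than the interaction and permuted the residuals, with limma on log2 CPM. A count as large came up in 1 of 100 arrangements for the long-term, 1 of 100 for the shift, 2 of 100 for the 6 mM, 1 of 100 for the 60 mM and 1 of 100 for the 3-way interaction, the real one included. The largest counts of the other arrangements were 33 against 2442 for the 60 mM and 45 against 493 for the 3-way interaction, and at most 1 against 2577 and 769 for the interactions with KNO3, which argues against chance scatter for these 4. For the 6 mM interaction 1 permutation gave 414 calls against 61 in the real arrangement, so its small count rests on weak ground. The 8 comparisons of group pairs each gave the real count in 1 of the 10 splits of 6 libraries, the real split itself, and 10 splits allow no smaller share.

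A dependence of the response on the KNO3 supply or on the time on isoxaben, which the design names, stays among the open explanations of all 5 interactions (2426, 720, 54, 2370 and 453 genes, of which 1830, 666, 49, 1546 and 273 were called again with the photosynthesis covariate). KNO3 could act through nitrate, potassium or ionic strength, which the design does not separate, and the shift groups also differ from the long-term groups by mesh and transfer.

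Among the named genes, SP1L5 (-3.73) and scpl31 (-1.95) differed between KNO3 levels in long-term libraries, and AT5G24070 (-1.52) and AT5G64110 (3.98) in shift libraries. TI1 (2.68) and ROPGEF12 (1.17) differed between exposures at 6 mM, and SP1L5 (-4.17) and scpl31 (-2.07) at 60 mM. These are single genes of the interactions above and were not weighed separately.

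Of 28 list tests on the interactions, 19 had a camera adjusted p under 0.05, 12 of these also with fry and 6 with an estimated correlation. In long-term libraries the median differences between KNO3 levels were -0.81 for the secondary wall, -0.0628 for lignin synthesis, 0.56 for jasmonate response, -0.15 for cell division, 0.72 for root hair and -0.42 for nitrate response. In shift libraries they were 0.48 for jasmonate response and -0.13 for cell division. Between exposures at 6 mM they were 0.12 for primary wall cellulose, 0.15 for lignin synthesis, 0.21 for jasmonate response, -0.18 for cell division, 0.48 for root hair and -0.0559 for nitrate response. At 60 mM they were -0.75 for the secondary wall, 0.18 for jasmonate response, -0.14 for cell division, 1.11 for root hair and -0.48 for nitrate response. The 6 that passed all 3 tests were the secondary wall and nitrate lists at 60 mM between exposures, the secondary wall, jasmonate and nitrate lists between KNO3 levels in long-term libraries, and the jasmonate list between KNO3 levels in shift libraries. Between KNO3 levels, lignin synthesis in long-term libraries and cell division in both exposures did not pass fry. Between exposures at 6 mM, primary wall cellulose, lignin synthesis, jasmonate response and nitrate response did not pass fry.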

How the results depend on the processing

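The replicate numbers showed no clear pairing of the libraries. Deviations of same-numbered libraries correlated above 0.1 in 5 of 18 pairs in long-term and 7 of 18 in shift libraries. Their mean correlations were 0.017 and 0.063. Differently numbered libraries did so in 11 of 36 and 8 of 36 pairs, with means of -0.009 and -0.031. Deviations within a group cancel out, so the means of differently numbered pairs are tied to those of same-numbered pairs and add no separate evidence. The same-numbered mean was somewhat higher in shift than in long-term libraries, and a weak pairing is not excluded there. With the replicate block the counts were 1209, 6632, 202 and 2660 for isoxaben (long-term 6 and 60 mM, shift 6 and 60 mM), 1425 and 1685 for KNO3, 2444, 761, 63, 2383 and 426 for the interactions and 124 and 748 for shift against long-term mock libraries, all within 1.5 times of the counts without it. The block gave 19 list calls.

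Size factors of DESeq2 in edgeR, library size alone and no filter on low counts kept all 13 counts within 1.5 times. Requiring an absolute log2 fold change of at least 1 lowered each count by construction, to 319, 1857, 64 and 671 for isoxaben, 270 and 276 for KNO3, 835 and 287 for the interactions with KNO3, 25 and 793 for those with exposure, 42 and 137 for shift against long-term mock libraries and 277 for the 3-way interaction. The 54 genes of the exposure interaction at 6 mM became 119 when only the libraries compared were fitted and 114 with DESeq2; the cause was not tested. The 132 genes of shift against long-term mock libraries at 6 mM became 82 with at least 10 counts in every library, which tests 18712 genes in place of 20546.

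Library size alone moved the share of higher genes among those called by more than 5 points in 6 of the 13 comparisons: from 68.5% to 57.0% and from 50.3% to 41.8% for isoxaben in long-term libraries at 6 and 60 mM, from 41.8% to 34.2% for KNO3 in long-term libraries, from 66.7% to 55.9% and from 49.2% to 37.5% for the exposure interaction at 6 and 60 mM, and from 44.0% to 52.2% for shift against long-term mock libraries at 60 mM. The majority thus changed from higher to lower for isoxaben in long-term libraries at 60 mM and from lower to higher for shift against long-term mock libraries at 60 mM. No scaling moved the median of all genes by more than 0.1 on the log2 scale.

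Leaving out each library gave 747 to 939 genes for isoxaben in long-term libraries at 6 mM, 105 to 149 in shift libraries at 6 mM, 887 to 1167 for KNO3 in long-term and 1031 to 1459 in shift libraries, 18 to 66 for the exposure interaction at 6 mM, and 40 to 105 and 280 to 598 for shift against long-term mock libraries at 6 and 60 mM. Such fits have fewer libraries. The other 6 counts stayed within 1.5 times.

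With genes called in at least 1 context, r across genes rose to 0.762 (long-term 6 mM with shift 6 mM), 0.697 (long-term 6 mM with shift 60 mM), 0.416 (long-term 60 mM with shift 6 mM), 0.699 (exposures at 60 mM) and 0.567 (KNO3 levels in shift libraries); this choice removes genes near 0. Leaving out libraries gave r of 0.507 to 0.657 between KNO3 levels in long-term libraries, lowest without isoxaben replicate 2 at 6 mM, 0.330 to 0.406 between KNO3 levels in shift libraries, 0.260 to 0.437 between exposures at 6 mM, 0.596 to 0.643 between exposures at 60 mM, 0.522 to 0.565 for long-term 6 mM with shift 60 mM, and 0.171 to 0.320 for long-term 60 mM with shift 6 mM. Isoxaben replicate 3 of the shift libraries at 6 mM gave the lowest values, 0.171, 0.260 and 0.330, of the 3 pairs it enters.

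An estimated correlation between genes left 5 of 19 list calls, and fry gave 18. List medians that changed sign were all near 0. For primary wall cellulose at 60 mM in long-term libraries they were -0.0426 with library size alone, -0.0112 without a filter and -0.000566 with the replicate block, and -0.0299 to 0.0589 across the fits without a library. For cell division in shift libraries at 6 mM they were -0.0127 with library size alone and -0.00156 with the block, and -0.0382 to 0.0425 without a library. For nitrate response in shift libraries at 6 mM it was -0.00737 with library size alone and -0.0520 to 0.0502 without a library. For KNO3 in shift libraries the fits without a library gave -0.0492 to 0.0188 for nitrate response and -0.0274 to 0.0737 for osmotic response. The library size setting for lists was chosen after seeing the data.

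Of the settings other than leaving out libraries, 3 named gene results became weaker and 213 kept their direction and call; of those that left out a library, 15 became weaker and 249 did not change. The list results gave 17 weaker and 5 stronger in the first set, and 10 weaker and 12 stronger in the second. The 3-way interaction was not run with only the libraries compared, since it uses all 24.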

Other observations

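The factor test, the test against the KNO3 response and the tests of common list changes were written before their results were seen; the choice of fitted factor, the range of factors, the jackknife error and the permutations with a single factor were set afterwards.

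The larger response at 60 mM KNO3 may be the 6 mM response multiplied by a common factor. In shift libraries the fitted factor was 3.37. After scaling the 6 mM effects by it 9 genes still differed between the levels, equal to 0.335% of the 2683 genes called at either. This is consistent with a factor shared by most genes, although scaling also multiplies the error of the 6 mM effects, which makes the test less sensitive. In long-term libraries the fitted factor was 2.4 and 336 genes still differed, equal to 5.01% of 6711, just past the 5% set beforehand. These counts cover all tested genes and can include genes called at neither level, as 67 of the 2426 long-term interaction calls were. The percentages are thus ratios, and the share within the 6711 genes may lie on either side of 5%. With a factor of 3.5, which left the fewest of the factors from 0.5 to 6, the count was 277 (4.13%), and with a factor of 2 it was 498 (7.42%). A further test held every gene to a factor and permuted the residuals, with limma on log2 CPM. At each of these factors a count as large came up in 1 of 100 arrangements, the real one included, in long-term and 1 of 100 in shift libraries. At the fitted factors the real counts were 392 and 9 by limma, and the largest of the other arrangements 15 and 1. These values argue against a single factor for every gene in both exposures. In long-term libraries 19 genes with a called interaction were also called at both KNO3 levels in opposite directions, which no positive factor gives. Whether the genes that did not differ after scaling share a factor stays open.

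Isoxaben at 60 mM might move KNO3-responsive genes back towards their 6 mM level. Of the 1391 genes called for KNO3 in long-term mock libraries, 72.8% had the opposite sign under isoxaben at 60 mM in shift libraries, against 66.6% under isoxaben at 6 mM. Of the 1685 genes called in shift mock libraries, 69.1% had the opposite sign under isoxaben at 60 mM in long-term libraries, against 73.1% at 6 mM. Without an error, the first comparison would have counted for this idea and the second against it. The differences between the KNO3 levels, 6.18 points (jackknife SE 8.01) and -4.04 points (SE 5.29), lay within their error. Opposite signs were thus common at both KNO3 levels, and whether isoxaben acts on the KNO3 response itself cannot be told apart from an opposite effect that does not depend on the KNO3 level.

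The fall of the secondary wall list at 60 mM in long-term libraries could be a single common fall in the share of cells that form secondary walls. Then all members would change by the same factor, but their log2 changes ranged from -1.45 to -0.08, with a Cochran's Q of 12.8 per degree of freedom. The root hair list could likewise reflect a single common rise of root hair cells, but its members rose by 0.23 to 4.26, with a Q of 29.5 per degree of freedom. All 18 secondary wall and all 14 root hair genes listed were expressed above the filter in these roots. Both values argue against a single factor for all members. A change in cell shares together with expression of some members in other cells stays open and was not tested.

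SKOR, a potassium channel gene singled out after its values were seen, fell in isoxaben from 8.13 ± 0.644 to 0.626 ± 0.101 CPM (SD, n = 3) in long-term libraries at 60 mM KNO3 and from 6.14 ± 0.546 to 3.21 ± 0.539 CPM at 6 mM. In shift libraries it fell from 4.09 ± 0.472 to 2.13 ± 0.350 CPM at 60 mM, and at 6 mM the change from 3.56 ± 0.593 to 2.35 ± 0.467 CPM was not called. SKOR overlaps a gene on the opposite strand, so its counts are uncertain. HAK5, a potassium transporter gene of the same list also singled out after its values were seen, went the other way. It had at most 4 counts in every mock library, and in isoxaben it reached 0.975 ± 0.026 and 1.91 ± 0.817 CPM in long-term libraries at 6 and 60 mM, and 0.876 ± 0.251 and 1.38 ± 0.074 CPM in shift libraries. It was called higher in all 4 contexts, with adjusted p of 4.47e-05, 3.76e-07, 0.00312 and 1.69e-06 in that order. Its fold changes are not given, because its mock counts lie at or near the floor of 3.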
